A study of Mus musculus with 8 samples.

How the data were processed

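RNA from the left ventricle of male C57BL/6N mice, 8 weeks old at the start, was prepared with a stranded polyA kit and sequenced on a NextSeq 500, per the labels' protocols. The 8 libraries fall into 4 groups of 2 by operation (sham or TAC) and diet (SFA or SFA-EAA), as their titles and characteristics give them. The authors aligned reads with STAR 2.5 to GRCm38 and normalized them with edgeR, per the submitters' processing notes. The counter, the annotation release, the use of strand in counting and any filter are not given in the sources used here, so genes that overlap, or share sequence with near-identical copies, could exchange reads.

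The deposited table gives a signal per gene and library that the authors normalized: its values are not whole numbers and do not sum to a fixed total per library. Low values followed the pseudo-counts of the authors' tool, edgeR, in which each gene's reads are moved to 1 common effective library size. This was tested by rebuilding the lowest values of each group from a common dispersion of 0.0235. A model with 3 libraries per group matched 99.6% to 100% of them within the printed digits, and a model with 2 matched 3.5% to 47.3%. Thus 1 further library per group that is not analysed here may have taken part in the authors' adjustment, though only these 2 models were compared. The deposited values are therefore not counts, and no test for whole counts was run. Limma-voom was run on reconstructed reads, as described below. The planned design foresaw normalized values or raw counts, and the test for normalized values was used. Inverting the model gave relative effective library sizes of 0.83 to 1.28 and 5193745 to 6671437 reads per library, and 64.5% to 99.9% of a library's values lay within 0.1 of a whole number. The deposited values of a library summed to 5136441 to 6298743, so genes with values near 1 rest on about 1 read, and their fold changes are damped by the pseudocount.

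The table lists 49671 genes with coordinates, 29103 of them at 0 in every library. Of 49326 genes matched to the GENCODE annotation, 91.4% had identical coordinates. The test was limma-trend (limma 3.58.1, R 4.3.3) on log2(value + 1) for the 16432 genes with a value of at least 1 in at least 2 libraries, with 1 mean per group and a spread shared by the 4 groups. Log2 fold changes are on the log2(value + 1) scale, which understates changes of low genes. Tests were two-sided, with Benjamini-Hochberg adjustment within each of 7 comparisons and a threshold of 0.05. The fixed lists of genes, at least 5 tested genes each, were compared with all other genes by limma's camera at a preset inter-gene correlation of 0.01, adjusted over 35 lists per comparison, beside camera with an estimated correlation and fry. The version with an estimated correlation could give a much larger p-value even where the estimate lay below 0.01. A miss in it is therefore not by itself a sign of correlated genes. A count adjusted over the list alone treats the genes of that list as the whole family. The test of opposed effects used 100 draws of simulated unchanged groups, and a version with a different TAC SFA library for each effect was added after the data had been seen.

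The design, lists, naming rule and most of the other settings below were fixed before the data were examined. Genes named are, per comparison, up to 10 with the largest rise and 10 with the largest fall among called genes with a mean of at least 5 and no overlap between the groups' libraries, leaving out predicted gene models. To these the rule adds up to 4 members of each list with the smallest p-values, a fixed panel of 20 genes and, where fewer than 5 genes pass, the 5 with the smallest p-values. Not every gene that the rule picks is reported. The other settings were a pseudocount of 0.25, other filters, a replicate block, quantile and median-of-ratios scaling, library weights, a fold of at least 1.5, fits to the 4 libraries compared, and leaving out each library. A correction for GC content was added after the data had been seen. It subtracts from each library a loess curve (span 0.3) of its genes' deviation from their means on GC content, taken from the reference transcripts for 99.8% of the genes. After it the rank correlation with GC content lay between -0.03 and 0.02 in every library. Limma-voom on the reconstructed reads was also added.

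The scripts were tested on simulated data for TAC against sham under SFA with 16525 genes, of which 50 each were changed by 1.5-fold, 2-fold, 4-fold and 8-fold. The test recovered 1, 13, 35 and 46 of them and made 0 false calls. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.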

Results

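Polyadenylated RNA from the left ventricle was sequenced in 8 libraries of male C57BL/6N mice that had received a sham operation or transverse aortic constriction (TAC), a narrowing of the aorta that overloads the left ventricle. The mice ate a low fat diet (SFA) or the same kind of diet with 93.5% of the casein exchanged for free essential amino acids (SFA-EAA), and hearts were taken 4 weeks after the operation. Each of the 4 groups (sham SFA, sham SFA-EAA, TAC SFA and TAC SFA-EAA) had 2 libraries. Deposited values summed to between 5136441 and 6298743 per library, and 14202 to 15844 genes reached a value of 1. The Y-linked helicase gene Ddx3y lay between 255.4 and 487.1 in all 8 libraries, while Xist, the RNA of the inactive X chromosome in females, did not exceed 1.1. The labels do not say that the libraries of a group came from separate animals, so p-values measure the spread between these samples.

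The libraries differed in base composition along the diet groups. In both sham SFA-EAA libraries and TAC SFA-EAA replicate 2, the deviation from a gene's mean fell with the gene's GC content (Spearman rho -0.66, -0.46 and -0.79 across 8032 genes, which are not independent replicates). In the 4 SFA libraries and in TAC SFA-EAA replicate 1 it rose with GC content, with rho between 0.37 and 0.58. TAC SFA-EAA replicate 1 had its highest rank correlation with sham SFA replicate 2 (0.976), not with its own group. Mitochondrially encoded genes held 33.6% to 39.5% of the deposited values in the SFA-EAA libraries and 22.1% to 30.3% in the SFA libraries. The atrial light chain gene Myl7 stood at 621.3 in sham SFA replicate 1 and 321.9 in TAC SFA replicate 2, against 1.3 to 43.0 in the other 6 libraries. Each comparison was therefore also made after removing each library's trend with GC content, a correction added after the data had been seen.

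**Figure D1:**
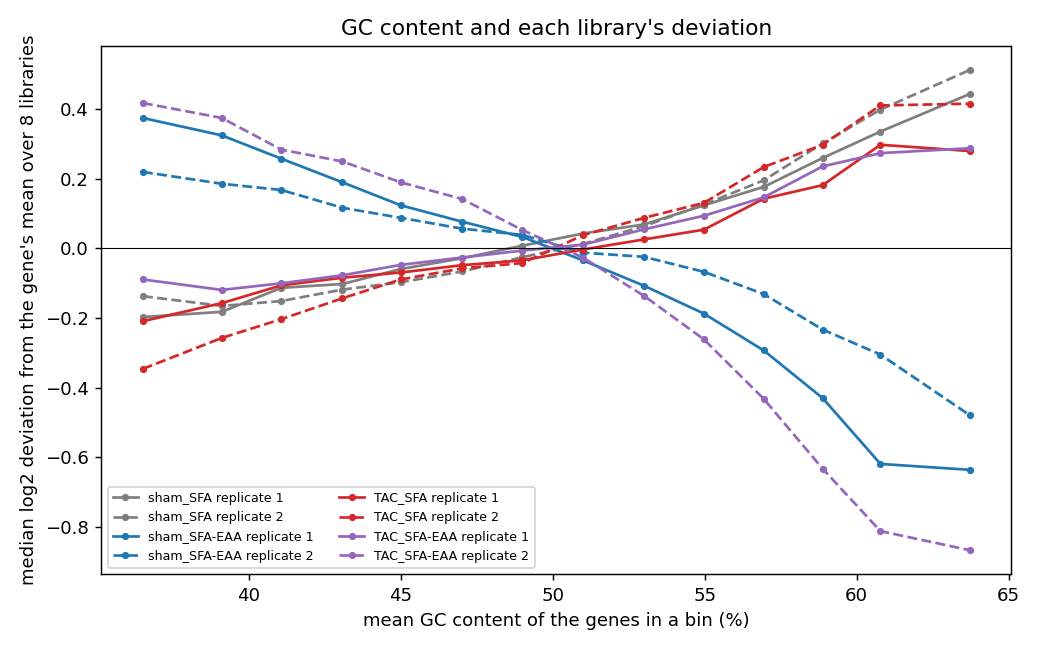
Median log2 deviation of genes from their mean over 8 libraries (vertical axis), in bins of genes ordered by GC content in percent (horizontal axis), with 1 line per library. The lines of sham SFA-EAA replicates 1 and 2 and TAC SFA-EAA replicate 2 descend, and the other 5 ascend.

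The first comparison asked what pressure overload changed in the left ventricle under the SFA diet. TAC hearts had far more transcripts of natriuretic peptides and of many fetal contractile and extracellular matrix genes. These lists, and a lower list of fatty acid genes, passed camera at its preset correlation but not with an estimated correlation (adjusted p = 0.0978, 0.123 and 0.123). By fry they passed (adjusted p = 0.0132, 0.021 and 0.021), among 7 of 35 lists that did so, against 20 by camera at the preset correlation. Nppa, which encodes atrial natriuretic peptide (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079, GRCm38), rose 12.7-fold, from 1156 ± 203 to 15380 ± 7110 (SD, n = 2 libraries per group; log2 fold change 3.66, SE 0.28, limma adjusted p = 0.00228). Its neighbour Nppb, the gene of B-type natriuretic peptide (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205), rose 4.17-fold, from 1062 ± 55.9 to 4441 ± 363 (adjusted p = 0.00228). Myh7, the slow beta-myosin heavy chain of the fetal ventricle (ENSMUSG00000053093, chromosome 14, 54970688 to 54994634), rose 18.3-fold, from 856.5 ± 406 to 15510 ± 6520 (log2 fold change 4.20, SE 0.44, adjusted p = 0.00438). Acta1, skeletal alpha-actin, rose 10.9-fold (adjusted p = 0.00556). Among 16432 genes tested with limma, 137 rose and 68 fell. The count was 0 without sham SFA replicate 2 (1278 genes at an unadjusted p under 0.05), 2 without TAC SFA replicate 2, 12 without sham SFA replicate 1 and 39 without TAC SFA replicate 1. It was 54 and 55 without sham SFA-EAA replicates 1 and 2, which share the estimate of spread, and 385 and 383 without TAC SFA-EAA replicates 1 and 2. After the GC correction limma called 434 higher and 484 lower genes, a share of 47.3% higher against 66.8% as deposited, and all 205 genes stayed among them.

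Many genes of hypertrophy and of the fetal program rose. Of 24 fixed members, 21 had a positive log2 fold change, 12 rose over all genes tested (17 with GC-corrected values) and 20 rose when adjusted over the list alone, none fell, and the median fold was 2.64. The list stood above other genes by camera (adjusted p = 7.57e-25 with the preset correlation, adjusted p = 0.0978 with an estimated correlation). Beyond the genes already named, Synpo2l, a Z-disc protein gene, rose 3.62-fold (adjusted p = 0.00342), and Xirp2, which encodes an actin-binding protein of the intercalated disc, rose 3.61-fold (adjusted p = 0.00363). Among the largest rises of called genes, Sprr1a, a small stress-induced proline-rich protein gene, rose 19.5-fold, from 0 and 0.9 to 16 and 42.1 (adjusted p = 0.0214). Star, the protein that delivers cholesterol to mitochondria for steroid synthesis, rose 19.0-fold, from 1.718 ± 0.107 to 51.65 ± 14.0 (adjusted p = 0.00438). Edn3, the gene of the vasoactive peptide endothelin 3, rose 10.2-fold (adjusted p = 0.00621). Without sham SFA replicate 2 limma called none of these genes. Of the 30 genes of adult contraction, calcium handling and conduction, 4 fell and none rose (9 fell with GC-corrected values, and 8 adjusted over the list alone). The list had a median log2 fold change of -0.34, and of -0.16 after quantile normalization. Its camera adjusted p was 1.06e-06, and the adjusted p was 0.0978 with an estimated correlation. That estimate was 0.005, below the preset 0.01, so correlation among its genes does not explain the larger p-value. Kcnv2, a modifier subunit of voltage-gated potassium channels, fell to 0.209 of the sham value (adjusted p = 0.00616). Kcnj3, an inward rectifier potassium channel, and Kcnip2, a partner of the transient outward channel, had log2 fold changes of -1.42 and -0.74 (adjusted p = 0.00438 and 0.0307). The log2 fold changes of the alpha-myosin gene Myh6 (-0.24) and of Atp2a2 (-0.53), the calcium pump of the sarcoplasmic reticulum, did not pass (adjusted p = 0.836 and 0.255).

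Genes with the deepest falls under SFA had varied functions. Retnla, a secreted resistin-like protein of macrophages, was 11.9-fold lower, at 27.14 in sham and 1.243 in TAC (adjusted p = 0.0168), and Sema5b, an axon guidance semaphorin, averaged 8.942 in sham and was listed at 0 in both TAC libraries (adjusted p = 0.0242). Cenpf, a kinetochore protein of dividing cells, was 6.65-fold lower (adjusted p = 0.00587), Helt, a transcriptional repressor, 5.84-fold lower (adjusted p = 0.0456), and the sodium channel gene Scn10a 5.57-fold lower (adjusted p = 0.0409). Penk, the precursor of enkephalin peptides, was 5.06-fold lower (adjusted p = 0.0157). The fall of Cenpf did not extend to the cell cycle list, of whose 30 genes 27 had a positive log2 fold change, 1 rose and 1 fell over all genes, and 2 rose and 1 fell adjusted over the list alone (median 0.65, camera adjusted p = 0.00212, adjusted p = 0.509 with an estimated correlation). That list did not pass without TAC SFA replicate 1 or sham SFA replicate 2 (camera adjusted p = 0.397 and 0.151). The list of 13 Schwann cell and nerve markers had a median log2 fold change of -0.81, with 0 called over all genes and 1 lower adjusted over the list alone (camera adjusted p = 0.00207, adjusted p = 0.191 with an estimated correlation), and it did not pass without TAC SFA replicate 1 (camera adjusted p = 0.0572). Without sham SFA replicate 2 limma called none of the single genes.

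The matrix list had the lowest camera p-value of the comparison. Of 54 extracellular matrix and fibrosis genes, 29 rose over all genes (46 with GC-corrected values) and 49 adjusted over the list alone, and the median fold was 3.12. Its camera adjusted p was 2.22e-51, and the adjusted p was 0.123 with an estimated correlation. Thbs4, a thrombospondin, rose 16.4-fold (adjusted p = 0.00865), Cilp, a matrix protein that binds growth factors, 15.9-fold (adjusted p = 0.00783), and Ltbp2, which associates with microfibrils, 14.6-fold (adjusted p = 0.0101). Postn, the matricellular protein periostin of activated fibroblasts (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037), rose 8.87-fold, from 209.9 ± 104 to 1752 ± 35.5 (adjusted p = 0.0117). Col8a1, a short-chain collagen, rose 7.66-fold (adjusted p = 0.00164) and Tgfb2, a fibrogenic growth factor, 5.18-fold (adjusted p = 0.00363). Ctgf, connective tissue growth factor (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683), rose 4.61-fold, from 427.5 ± 70.2 to 1975 ± 354 (adjusted p = 0.00228). The fibrillar collagen gene Col1a1 was 3.08-fold higher in TAC without passing (adjusted p = 0.0937). Of 20 fibroblast markers, 4 rose (7 rose and 1 fell with GC-corrected values), and 9 rose and 1 fell adjusted over the list alone (camera adjusted p = 9.43e-07, adjusted p = 0.251 with an estimated correlation). They included Serpinf1, an antiangiogenic secreted factor, at 3.29-fold (adjusted p = 0.016), and the protease gene Mmp2 at 2.84-fold (adjusted p = 0.0308). None of 20 macrophage markers passed over all genes (2 rose with GC-corrected values) and 3 were higher adjusted over the list alone, with a median fold of 1.48 (camera adjusted p = 7.58e-06, adjusted p = 0.32 with an estimated correlation). Of 31 tested cytokine and acute inflammation genes, 2 rose, among them the acute phase gene Serpina3n, 3.77-fold (adjusted p = 0.0197). That list's camera adjusted p was 0.00581 (adjusted p = 0.191 with an estimated correlation), and it was 0.116 without sham SFA replicate 1 and 0.111 without TAC SFA replicate 1. No single gene passed without sham SFA replicate 2.

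Lists of oxidative metabolism stood lower in TAC SFA hearts, with few members called as deposited and more with GC-corrected values. Over all genes, 37 oxidative phosphorylation, 22 fatty acid, 11 tricarboxylic acid cycle and 14 branched-chain amino acid catabolism genes then fell, and 1 of the last list rose. The fall was not limited to metabolism. Of 80 cytosolic ribosomal protein genes, 77 had a negative log2 fold change (median -0.22, camera adjusted p = 3.18e-09, adjusted p = 0.329 with an estimated correlation). Fold changes of this comparison also rose with gene length (rho 0.21 across 8032 genes), and list values corrected for length are not given. Of 78 nuclear-encoded oxidative phosphorylation genes, all 78 had a negative log2 fold change, 1 fell over all genes and 42 fell adjusted over the list alone, and the median was -0.45 (camera adjusted p = 1.2e-29, adjusted p = 0.191 with an estimated correlation). The called member was Cox7a1, the muscle form of a cytochrome oxidase subunit, at -0.76 (adjusted p = 0.0478). Of 35 tested genes of fatty acid uptake and oxidation, 3 fell and 21 fell adjusted over the list alone (median -0.50, camera adjusted p = 8.54e-18, adjusted p = 0.123 with an estimated correlation). They were Acot1, an acyl-CoA thioesterase, at -2.35 (adjusted p = 0.0388), Acaa2, the mitochondrial thiolase, at -0.95 (adjusted p = 0.0209), and the enoyl-CoA isomerase gene Eci1 at -0.77 (adjusted p = 0.05, just under the threshold). Ces1d, a carboxylesterase that hydrolyses stored lipid (ENSMUSG00000056973, chromosome 8, 93166068 to 93197838), was 5.15-fold lower, at 644.4 ± 60.3 in sham and 127 ± 39.3 in TAC (log2 fold change -2.37, SE 0.19, adjusted p = 0.00228). Of 21 genes of the tricarboxylic acid cycle, 1 fell and 10 fell adjusted over the list alone (median -0.35, camera adjusted p = 1.3e-11, adjusted p = 0.123 with an estimated correlation). The called gene was Suclg1, a subunit of succinyl-CoA ligase, at -0.55 (adjusted p = 0.0481). Of 31 genes of branched-chain amino acid catabolism, 2 fell, and 14 fell and 1 rose adjusted over the list alone (median -0.35, camera adjusted p = 2.1e-12, adjusted p = 0.118 with an estimated correlation). Acaa2 was 1 of the 2, and the other was Ppm1k, the phosphatase that activates the branched-chain ketoacid dehydrogenase (ENSMUSG00000037826, chromosome 6, 57506502 to 57535468), at 489.9 ± 60.1 in sham and 293.9 ± 5.01 in TAC (log2 fold change -0.73, adjusted p = 0.045). The transaminase gene Bcat2, the dehydrogenase subunit Bckdha and its kinase Bckdk had log2 fold changes of -0.39, -0.53 and -0.24 that did not pass (adjusted p = 0.363, 0.572 and 0.662). Among 34 glucose uptake and glycolysis genes, Pfkp, a phosphofructokinase, rose 2.24-fold (adjusted p = 0.0101), and Pfkfb1, which sets the level of an allosteric activator of glycolysis, fell to 0.216 of sham (adjusted p = 0.0356). The list as a whole did not pass (camera adjusted p = 0.257). The glucose transporter genes Slc2a4 (-0.57, adjusted p = 0.0868) and Slc2a1 (0.42, adjusted p = 0.529) did not pass. Without sham SFA replicate 2 none of these single genes passed in limma.

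**Figure D2:**
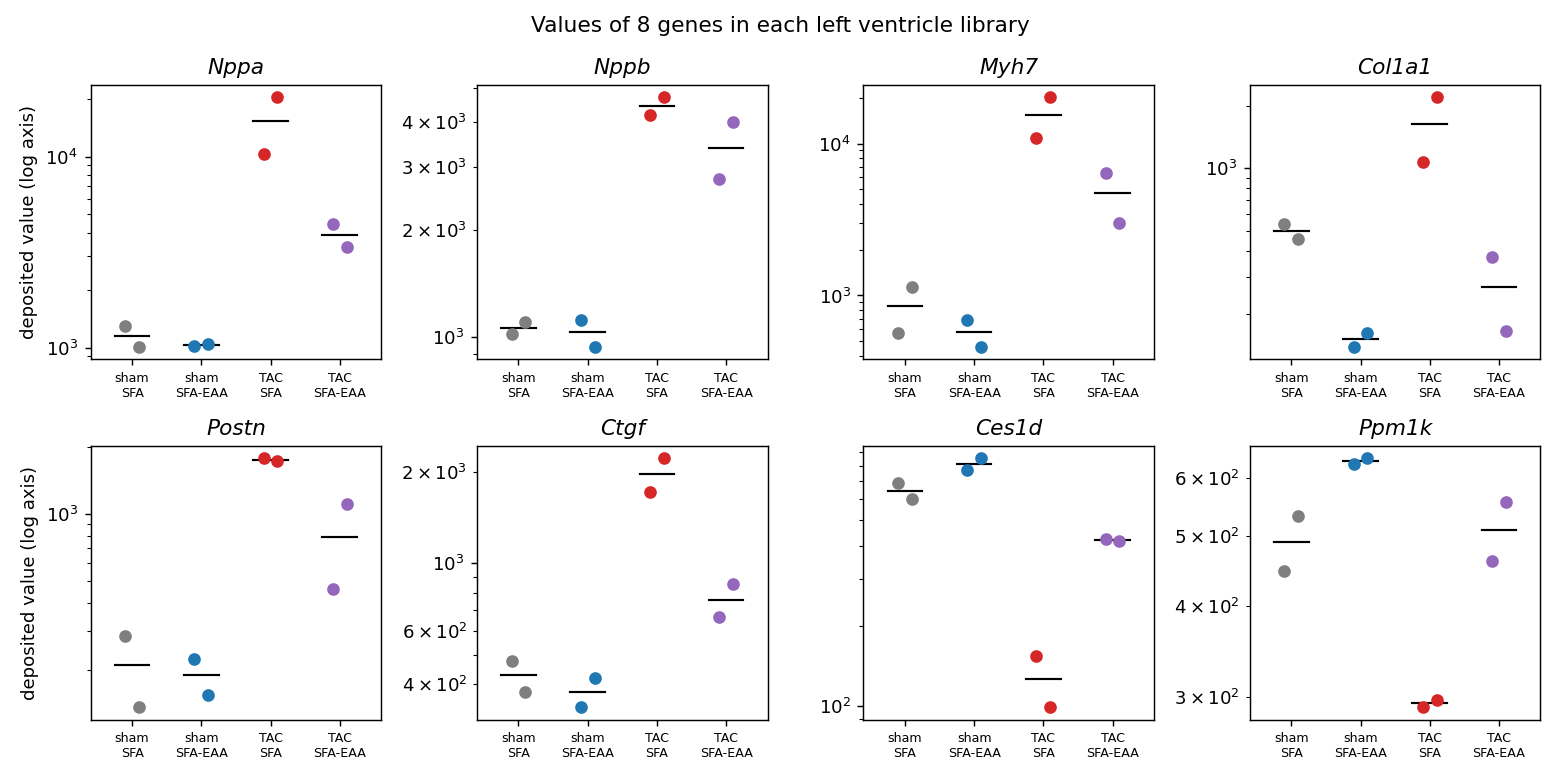
Deposited values of 8 genes (vertical log axes) in each library (points) of the 4 groups (horizontal axis), with bars at group means, n = 2 libraries per group. Nppa averaged 15380 in TAC SFA and 3890 in TAC SFA-EAA, and Ces1d 127 and 420.6.

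The second comparison asked what the same operation changed under the SFA-EAA diet. Nppb was again higher in TAC hearts, and few single genes passed. Nppb rose 3.24-fold, from 1032 ± 127 to 3395 ± 883 (SD, n = 2 libraries per group; log2 fold change 1.70, SE 0.18, limma adjusted p = 0.039). Tnfrsf12a, the receptor of the cytokine TWEAK (ENSMUSG00000023905, chromosome 17, 23675447 to 23677449), rose 2.64-fold, from 184 ± 32.2 to 484.4 ± 21.7 (adjusted p = 0.039). These were the 2 genes called out of 16432, with 1408 genes at an unadjusted p under 0.05. With any 1 of the 8 libraries left out, limma called none. With all 8 libraries the GC correction gave 36 higher and 10 lower genes, a share of 78.3% higher against 100% as deposited. The GC-corrected number moved both ways when single libraries were left out, and was lowest without sham SFA-EAA replicate 2. The next smallest p-values belonged to Col8a1, 3.25-fold higher in TAC (adjusted p = 0.0575), Cpxm2, a carboxypeptidase-like secreted protein, 2.34-fold higher, and Igfbp7, which binds insulin-like growth factors, 1.77-fold higher (both adjusted p = 0.079), none of which passed. Myh7 was 7.80-fold higher and Nppa 3.72-fold higher without passing (both adjusted p = 0.12), as was Acta1 at 4.84-fold (adjusted p = 0.175).

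For 29 of 35 lists the median log2 fold change had the sign seen under SFA, and the 14 lists that passed camera under both diets had the same direction, but none passed with an estimated correlation. Smooth muscle and pericyte markers did not share it, with medians of 0.18 under SFA (camera adjusted p = 0.399) and -0.37 under SFA-EAA (camera adjusted p = 0.00198, adjusted p = 0.329 with an estimated correlation, camera adjusted p = 0.098 without TAC SFA-EAA replicate 2). The contraction list (0.01) and fibroblast markers (0.04) did not pass camera under SFA-EAA (adjusted p = 0.404 and 0.227). With GC-corrected values 7 hypertrophy, 6 matrix, 4 immediate early, 2 fibroblast and 1 macrophage genes rose over all genes, and none of the 4 lists of metabolism named below had a called member. Of 24 hypertrophy and fetal genes, Nppb alone rose over all genes, and 9 rose and 1 fell adjusted over the list alone, with a median fold of 1.79 (camera adjusted p = 1.91e-14, adjusted p = 0.186 with an estimated correlation). None of 54 matrix genes passed over all genes, 29 were higher adjusted over the list alone, and the median fold was 1.65 (camera adjusted p = 8.34e-24, adjusted p = 0.255 with an estimated correlation). Fbn1, the microfibril protein fibrillin, stood at 2.57-fold (adjusted p = 0.12), Postn at 3.84-fold (adjusted p = 0.304) and Ctgf at 2.01-fold (adjusted p = 0.237). None of 20 macrophage markers passed over all genes and 9 were higher adjusted over the list alone, with a median fold of 1.64 (camera adjusted p = 1.61e-10, adjusted p = 0.233 with an estimated correlation). C1qb, a complement component made by macrophages, was 1.81-fold higher without passing (adjusted p = 0.211). Immediate early genes, which respond within minutes to stimuli, had a median fold of 1.45 over 25 members, 0 of them called over all genes and 8 higher adjusted over the list alone (camera adjusted p = 1.86e-09, adjusted p = 0.186 with an estimated correlation). The transcription factor genes Atf3 and Nr4a1 stood at 3.55-fold and 4.61-fold (adjusted p = 0.0809 and 0.213). Fatty acid genes (median log2 fold change -0.28, camera adjusted p = 1.71e-12), branched-chain amino acid catabolism (-0.21, camera adjusted p = 9.2e-07) and the tricarboxylic acid cycle (-0.18, camera adjusted p = 7.33e-06) were lower as lists, with no member called over all genes or over the list alone. With an estimated correlation these 3 had adjusted p = 0.186, 0.186 and 0.233. Oxidative phosphorylation genes had a median of -0.18 (camera adjusted p = 1.61e-10, adjusted p = 0.414 with an estimated correlation), and without TAC SFA-EAA replicate 2 it was 0.03 (camera adjusted p = 0.817). Of 35 lists, 18 passed camera, and 9 passed without that library.

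The third comparison asked what the amino acid diet changed in sham hearts. Limma called 0 of 16432 genes, with 2437 at an unadjusted p under 0.05, and limma-voom on reconstructed reads also called 0. Without TAC SFA-EAA replicate 1 or 2, which enter only the estimate of spread, 430 and 466 genes passed. The smallest p-values belonged to Tfdp2, a partner of the E2F cell cycle factors, 1.94-fold higher under SFA-EAA at 584.3 ± 0.349 against 301.5 ± 15.7 (SD, n = 2 libraries per group; adjusted p = 0.231). The next were Zbtb16, a zinc finger repressor that responds to glucocorticoids, 3.93-fold higher, Fmo2, a flavin monooxygenase, 2.09-fold higher, H2-Ab1, an MHC class II chain, 4.66-fold lower, and Col5a3, a collagen, 2.52-fold lower (each with adjusted p = 0.267). None of these genes passed. The GC trend ran along this comparison (rho -0.76 across 8032 genes), and the correction moved Col5a3 from a log2 fold change of -1.34 to -0.57 and H2-Ab1 from -2.22 to -1.74.

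Among the lists, 8 of 35 passed camera in sham hearts and 0 passed with an estimated correlation, the lowest adjusted p then being 0.878. Besides the lists described below, erythroid markers (median -0.72), cell cycle (-0.35), heat shock proteins (-0.24) and mitochondrially encoded messenger RNAs (0.40) passed. Each had camera adjusted p = 0.0477, and each missed the threshold when some single libraries were left out. With GC-corrected values erythroid markers (-0.33) and cell cycle (-0.38) still passed (camera adjusted p = 0.0103 and 0.00142). Heat shock proteins (-0.06) and mitochondrially encoded messenger RNAs (-0.05) then did not pass (camera adjusted p = 0.2 and 0.423). Matrix genes were lower under SFA-EAA, with a median log2 fold change of -0.50 over 54 genes, 0 called over all genes and 16 lower adjusted over the list alone (camera adjusted p = 4.69e-07, adjusted p = 0.878 with an estimated correlation). Col1a1 had a log2 fold change of -1.72, Loxl1, a lysyl oxidase that crosslinks elastin, of -1.78, and the growth factor gene Tgfb1 of -1.22, and none passed (adjusted p = 0.267 each). Immediate early genes had a median of -0.52, with 0 of 25 called over all genes and 10 lower adjusted over the list alone (camera adjusted p = 1.32e-06, adjusted p = 0.878 with an estimated correlation). With GC-corrected values the medians of the matrix and immediate early lists were -0.33 and -0.41. They included Ier2 at -1.52 and Nr4a1 at -1.69, which did not pass (adjusted p = 0.267 each) and which stood at -0.73 and -1.34 after the GC correction. Branched-chain amino acid catabolism was slightly higher, with a median of 0.19 as deposited and 0.10 with GC-corrected values, 0 of 31 genes called over all genes and 2 higher adjusted over the list alone (camera adjusted p = 0.00349, adjusted p = 0.878 with an estimated correlation). Without sham SFA-EAA replicate 2 that list did not pass (camera adjusted p = 0.0923), and neither did fatty acid genes (camera adjusted p = 0.00646 with all libraries, 0.13 without that library). The fatty acid median was 0.09 as deposited and 0.21 with GC-corrected values (camera adjusted p = 2.58e-09). Lists that passed camera only after the correction were ribosomal proteins (0.12, adjusted p = 1.63e-05), oxidative phosphorylation (0.10, 9.86e-04), the tricarboxylic acid cycle (0.07, 0.0238) and atrial markers (-0.25, 0.0424). None passed with an estimated correlation (lowest adjusted p 0.175). Aldh6a1, which degrades valine intermediates, and Dbt, the transacylase core of the branched-chain dehydrogenase, had log2 fold changes of 0.53 and 0.51 that did not pass (adjusted p = 0.267 each). Ppm1k was 1.30-fold higher (adjusted p = 0.289), and after the GC correction its log2 fold change was 0.01.

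The fourth comparison asked how the diets differed in overloaded hearts. Under SFA-EAA, TAC hearts had fewer transcripts of several collagen and matrix genes than under SFA. Lists of mitochondrial metabolism stood higher by camera, but no member passed over all genes as deposited and no list passed with an estimated correlation (adjusted p = 0.192 to 0.391). Without TAC SFA-EAA replicate 1 the oxidative phosphorylation list did not pass camera (adjusted p = 0.0942). Col1a2, the second chain of type I collagen (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544), was 3.91-fold lower, at 2049 ± 750 under SFA and 507.4 ± 58.8 under SFA-EAA (SD, n = 2 libraries per group; log2 fold change -1.97, SE 0.23, limma adjusted p = 0.0408). The same adjusted p belonged to all 8 genes called, 2 higher and 6 lower. Adamtsl2, a glycoprotein of the matrix microfibrils (chromosome 2, 27079379 to 27108981), was 5.12-fold lower, Col15a1, a basement membrane collagen (chromosome 4, 47208161 to 47313167), 3.03-fold lower, and Ace, the angiotensin-converting enzyme (chromosome 11, 105967945 to 105989964), 2.63-fold lower. Uck2, a pyrimidine salvage kinase (chromosome 1, 167222883 to 167285320), was 2.26-fold lower, and Igfbp7 (chromosome 5, 77349240 to 77408041) 1.93-fold lower. Kcnv2 (chromosome 19, 27322588 to 27337179) rose 4.32-fold, from 8.445 ± 1.4 to 39.83 ± 5.9, and Ces1d 3.37-fold, from 127 ± 39.3 to 420.6 ± 7.13. After the GC correction Igfbp7 no longer passed (log2 fold change -0.95 before and -0.49 after, adjusted p = 0.259 after), and the other 7 did. The count was 0 without each of the 4 sham libraries, TAC SFA replicate 2 or TAC SFA-EAA replicate 2, 5 without TAC SFA replicate 1 and 1395 (447 higher, 948 lower) without TAC SFA-EAA replicate 1. Limma called 182 higher and 152 lower genes after the GC correction, a share of 54.5% higher against 25% as deposited. The GC-corrected number moved both ways when single libraries were left out. It was lowest without TAC SFA replicate 2, where more genes were lower than higher.

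Several marker genes of overload had large differences that did not pass as deposited. Nppa was 3.77-fold lower under SFA-EAA, at 15380 ± 7110 and 3890 ± 773 (adjusted p = 0.0605, and 0.00341 after the GC correction), with Myl7 at 11.8 and 321.9 in the TAC SFA libraries and at 3.1 and 1.3 in the TAC SFA-EAA libraries. Col1a1 was 6.14-fold lower (adjusted p = 0.064, and 0.0021 after the correction) and Ctgf 2.60-fold lower (adjusted p = 0.0548, and 0.00341 after). Myh7 stood 3.37-fold lower (adjusted p = 0.146) and Acta1 3.54-fold lower (adjusted p = 0.118). Nppb was 1.33-fold lower (adjusted p = 0.321). Rcan1, a calcineurin target gene, was 2.64-fold lower without passing (adjusted p = 0.0548), and Serpina3n 2.93-fold lower (adjusted p = 0.0855).

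Of 54 matrix genes, all had a negative log2 fold change, 2 fell over all genes (Col1a2 and Col15a1) and 48 fell adjusted over the list alone, with a median of -1.37 (camera adjusted p = 2.16e-40, adjusted p = 0.271 with an estimated correlation). With GC-corrected values 35 matrix, 9 hypertrophy and 5 fibroblast genes fell over all genes, and 5 contraction genes and 1 smooth muscle marker rose. Of 20 fibroblast markers, 0 passed over all genes, and 7 were lower and 1 higher adjusted over the list alone (median -0.61, camera adjusted p = 4.22e-07, adjusted p = 0.331 with an estimated correlation). Of 15 smooth muscle and pericyte markers, 0 passed over all genes, and 8 were lower and 1 higher adjusted over the list alone (median -0.67, and -0.42 with GC-corrected values; camera adjusted p = 0.00541, adjusted p = 0.391 with an estimated correlation). That list did not pass without TAC SFA-EAA replicate 1 or TAC SFA replicate 2 (camera adjusted p = 0.0981 and 0.0699). The macrophage list did not pass (median -0.21, camera adjusted p = 0.523). None of 24 hypertrophy genes passed over all genes, and 18 were lower and 1 higher adjusted over the list alone (median -0.94, camera adjusted p = 1.39e-13, adjusted p = 0.192 with an estimated correlation). Kcnv2 was the called member among 30 contraction, calcium handling and conduction genes, 6 of which were higher adjusted over the list alone (median 0.21, camera adjusted p = 1.77e-04, adjusted p = 0.192 with an estimated correlation). Without TAC SFA-EAA replicate 1 that list did not pass (camera adjusted p = 0.0981). Without TAC SFA replicate 2 no single gene passed in limma.

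Metabolic lists stood higher under SFA-EAA after TAC by camera at the preset correlation. The rise was not limited to metabolism. Of 80 cytosolic ribosomal protein genes, 50 had a positive log2 fold change (median 0.13, camera adjusted p = 4.5e-05, adjusted p = 0.557 with an estimated correlation). With GC-corrected values the ribosomal median was 0.20 and 7 of these genes rose over all genes. Without TAC SFA-EAA replicate 1 the ribosomal median as deposited was -0.07. With GC-corrected values 18 oxidative phosphorylation, 11 fatty acid, 6 branched-chain amino acid catabolism and 2 tricarboxylic acid cycle genes rose over all genes, while 0 passed as deposited. For branched-chain amino acid catabolism, 0 of 31 genes passed over all genes, and 15 were higher and 1 lower adjusted over the list alone (median 0.32, camera adjusted p = 1.76e-09, adjusted p = 0.192 with an estimated correlation). Aldh6a1 stood at 1.74-fold (adjusted p = 0.0642), Ppm1k at 1.72-fold (293.9 ± 5.01 and 508.7 ± 67.8, adjusted p = 0.0736) and Mcee, the epimerase of methylmalonyl-CoA, at 1.64-fold (adjusted p = 0.124), and each of these 3 passed after the GC correction (adjusted p = 0.00709, 0.0387 and 0.0241). Bcat2, Bckdha and Bckdk had log2 fold changes of 0.08, -0.19 and -0.09 that did not pass (adjusted p = 0.853, 0.823 and 0.858) and stood at 0.34, 0.22 and 0.10 with GC-corrected values. Fatty acid genes had a median of 0.32, with 0 of 35 called over all genes and 15 higher adjusted over the list alone (camera adjusted p = 2.5e-09, adjusted p = 0.302 with an estimated correlation). Decr1, which prepares unsaturated fatty acids for oxidation, and Acadm, a medium-chain acyl-CoA dehydrogenase, stood at 1.52-fold and 1.43-fold (adjusted p = 0.0924 and 0.126). Oxidative phosphorylation genes had a median of 0.28, with 0 of 78 called over all genes and 34 higher adjusted over the list alone (camera adjusted p = 4.92e-14, adjusted p = 0.391 with an estimated correlation). Without TAC SFA-EAA replicate 1 the median of that list was 0.10 (camera adjusted p = 0.0942). Cox7b and Ndufa5, subunits of cytochrome oxidase and of complex I, stood at 1.83-fold and 1.79-fold (adjusted p = 0.0673 and 0.0829). The tricarboxylic acid cycle had a median of 0.23, with 0 of 21 genes called over all genes and 9 higher adjusted over the list alone (camera adjusted p = 7.94e-06, adjusted p = 0.302 with an estimated correlation). All 13 mitochondrially encoded messenger RNAs had positive log2 fold changes (median 0.76, 0 called over all genes, 1 higher adjusted over the list alone, camera adjusted p = 2.86e-06, adjusted p = 0.391 with an estimated correlation). That median was 0.56 after quantile normalization and 0.46 after the GC correction.

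**Figure D3:**
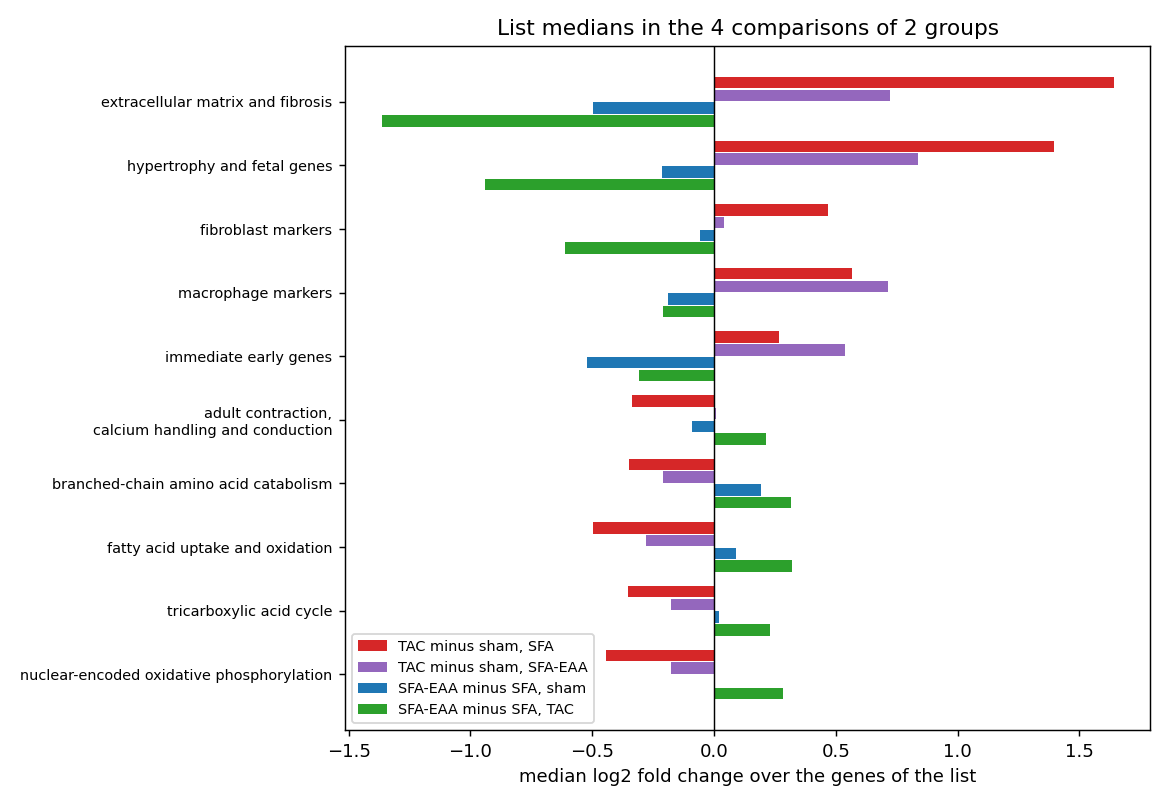
Median log2 fold change (horizontal axis) of the tested genes in 10 fixed lists (vertical axis) for the 4 comparisons of 2 groups, 2 libraries per group. The matrix list stands at 1.64 and 0.72 for TAC under SFA and SFA-EAA and at -0.50 and -1.37 for the diet in sham and TAC hearts.

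The interaction tested whether the effect of TAC differed between the diets. Limma called 0 of 16432 genes, with 902 at an unadjusted p under 0.05, and limma-voom on reconstructed reads also called 0. The GC correction gave 0 with all libraries, 3 with the replicate block, 23 without TAC SFA-EAA replicate 2, 38 without TAC SFA replicate 1, and 0 to 2 without each of the other 6 libraries. The smallest p-values belonged to Zbtb16 (interaction log2 -3.01, SE 0.37, adjusted p = 0.306), with 86.77 ± 27.9 in sham SFA, 375.3 ± 10.2 in TAC SFA, 338 ± 61.2 in sham SFA-EAA and 187 ± 57 in TAC SFA-EAA (SD, n = 2 libraries per group). Tgfb2 followed at -1.97, Hopx, a homeodomain-only protein of cardiac development, at 1.17, Tnfaip2, a gene induced by tumour necrosis factor, at 1.10, and the transporter-like gene Slc43a3 at -0.97, none of which passed (adjusted p = 0.698 each). Nppa and Ctgf stood at -1.77 and -1.19 (adjusted p = 0.785 each). As lists, 12 of 35 passed camera and 0 passed with an estimated correlation, the lowest adjusted p then being 0.224. Without TAC SFA replicate 2, 6 lists passed camera. The matrix list had a median interaction of -0.90 and the hypertrophy list of -0.78, while oxidative phosphorylation genes had 0.26 and branched-chain amino acid catabolism 0.21. Without TAC SFA replicate 2 the last of these had a median of 0.14 and did not pass (camera adjusted p = 0.0868).

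Averaged over both diets, TAC changed 347 genes by limma, 227 higher and 120 lower, with 4 libraries per operation. Of the matrix genes 34 rose, of the hypertrophy genes 13, of the immediate early genes 6 and of the macrophage markers 3, and 8 fatty acid, 6 oxidative phosphorylation and 4 branched-chain amino acid catabolism genes fell, with 1 of the last list higher. With GC-corrected values 44 matrix, 18 hypertrophy, 7 immediate early and 11 macrophage genes rose, and 25 fatty acid, 44 oxidative phosphorylation and 15 branched-chain amino acid catabolism genes fell, again with 1 of the last list higher. The count of all genes was 54, 29, 56 and 43 without sham SFA-EAA replicates 1 and 2 and sham SFA replicates 1 and 2, and 563, 394, 130 and 24 without TAC SFA-EAA replicates 1 and 2 and TAC SFA replicates 1 and 2. After the GC correction 541 genes were higher and 578 lower, 48.3% higher against 65.4% as deposited.

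Averaged over sham and TAC hearts, the SFA-EAA diet changed 199 genes by limma, 80 higher and 119 lower. Of 54 matrix genes 20 fell, and of 24 hypertrophy genes 4 fell. Higher genes included 11 of 78 oxidative phosphorylation, 4 of 35 fatty acid, 3 of 31 branched-chain amino acid catabolism and 3 of 30 contraction genes. With GC-corrected values 31 matrix and 3 hypertrophy genes fell, and 23 oxidative phosphorylation, 12 fatty acid, 6 branched-chain amino acid catabolism and 6 contraction genes rose, with 1 of the last list lower. The share of higher genes was 40.2% as deposited, 21.4% after quantile normalization (42 genes), 50.5% after median-of-ratios scaling (273 genes) and 60.6% after the GC correction (459 genes, 142 of them among the 199). The count was 0 without each of the 4 sham libraries, TAC SFA-EAA replicate 2 or TAC SFA replicate 2, 3 without TAC SFA replicate 1 and 3043 without TAC SFA-EAA replicate 1.

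The last comparison asked whether the diet opposed the changes that TAC made under SFA. All 8 genes called for the diet after TAC had also been called for TAC under SFA, and all 8 had the opposite sign: Adamtsl2, Col1a2, Col15a1, Ace, Uck2 and Igfbp7 rose with TAC and were lower under SFA-EAA, and Kcnv2 and Ces1d fell with TAC and were higher under SFA-EAA. Independent lists of these sizes would share 0.06 genes in opposite directions. The log2 fold changes of the 2 comparisons had a correlation of -0.60 across 8036 genes, which are not independent replicates, against -0.50 in simulated unchanged groups, since both comparisons use the TAC SFA libraries. Their covariance was -0.098 against -0.024 simulated, a difference of -0.075. How far variation shared by many genes in the TAC SFA libraries adds to these differences from the simulation was not tested. With 1 TAC SFA library used for the TAC effect and the other for the diet effect, so that no library is shared, the correlation was -0.35 or -0.47 and the covariance -0.066 or -0.082, by which library served which. The calls themselves share these libraries, so part of their overlap may come from that. Without TAC SFA replicate 1 the count was 5, without TAC SFA-EAA replicate 1 it was 132, and without any other single library it was 0. After the GC correction 260 genes were called in both, all with opposite signs. How that number changes without single libraries is not given. It cannot exceed the GC-corrected count for the diet after TAC, which was lowest without TAC SFA replicate 2. In comparisons that share no library, 191 of the 205 genes called under SFA (93.2%) had the same sign for TAC under SFA-EAA, and the median ratio of the log2 fold changes was 0.47, for genes selected by the first comparison. Across all 8036 genes the 2 TAC effects had a correlation of 0.49.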

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

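The GC correction and the tests of GC bias and of fibroblasts below were chosen after the results had been seen. In 12 of 35 fixed lists the TAC effect differed between the diets by camera on the interaction (2 libraries per group), and in 0 of them with an estimated correlation (lowest adjusted p 0.224) or by fry, while fry on GC-corrected values passed 2, contraction and immediate early genes (both adjusted p = 0.00797). Median interaction log2 values were negative for matrix genes (-0.901), hypertrophy and fetal genes (-0.776), fibroblast markers (-0.344) and smooth muscle and pericyte markers (-0.273). They were positive for mitochondrially encoded messenger RNAs (0.414), immediate early genes (0.310), oxidative phosphorylation (0.256), contraction, calcium handling and conduction (0.255), branched-chain amino acid catabolism (0.212), fatty acid genes (0.189), the tricarboxylic acid cycle (0.133) and ribosomal proteins (0.086). After quantile normalization the contraction median was 0.137, while the matrix median was -0.919. Matrix, hypertrophy, oxidative phosphorylation, contraction and tricarboxylic acid cycle lists passed camera whichever library was left out.

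The other 7 lists each missed the camera threshold without at least 1 library. Without TAC SFA replicate 2 the adjusted p was 0.0868 for branched-chain amino acid catabolism, 0.0706 for fatty acid genes, 0.0793 for fibroblast markers, 0.0868 for smooth muscle markers, 0.0978 for mitochondrially encoded messenger RNAs and 0.579 for ribosomal proteins. Fatty acid genes also missed it without sham SFA-EAA replicate 1 (0.0589), and smooth muscle markers without TAC SFA-EAA replicate 2 (0.106). Immediate early genes missed it without TAC SFA-EAA replicate 1 (0.0564) or TAC SFA replicate 1 (0.0709). Mitochondrially encoded messenger RNAs missed it without TAC SFA-EAA replicate 2 (0.708), sham SFA replicate 2 (0.541) or sham SFA-EAA replicate 2 (0.295). Their median was 0 after quantile normalization, which can come from the method, since it gives equal ranks equal values. Ribosomal proteins missed it without TAC SFA-EAA replicate 1 (0.146), sham SFA replicate 2 (0.202) or sham SFA-EAA replicates 1 and 2 (0.0697 and 0.0519).

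The lower matrix transcripts under SFA-EAA after TAC (median log2 fold change -1.37 over 54 genes) were weighed against 3 technical or compositional explanations. Of 10000 random lists matched on GC content and mean level, 0 had a median as low (lowest -0.32), and after the GC correction the median was -1.29, which argues against GC bias as the whole cause. Fibroblast markers outside the matrix list, 16 genes that other cells of the heart can also express, had a GC-corrected median of -0.46 (95% bootstrap interval -0.63 to -0.30). This argues against fewer cells with these markers as the whole cause but not as a part of it. A loss limited to activated fibroblasts was not tested, since it could lower matrix genes more than these markers. Smooth muscle and pericyte markers stood at -0.415. Without TAC SFA replicate 2 the median was -1.126, and without TAC SFA replicate 1 it was -1.698, so the first of these libraries alone did not make the pattern. A lower matrix response under the amino acid diet, or a milder constriction in the mice given that diet, may each underlie part of it, and no measure of the constriction is given in the sources used here. Neither covers the lower matrix list in sham hearts under SFA-EAA, which had no constriction. There the median was -0.50, with 47 of 54 genes negative, and -0.33 with GC-corrected values (adjusted p = 0.878 as deposited by camera with an estimated correlation).

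TAC SFA-EAA replicate 1 resembled the SFA libraries in GC trend and in its nearest library, sham SFA replicate 2, which was the same after the GC correction (rank correlation 0.9766). That test leaves GC-dependent bias open, since TAC SFA-EAA replicate 2 then had no correlation above 0.9651, which was with replicate 1, and the correction brought their scores on the first principal component from 12.2 and -32.4 to 3.1 and 1.9 (second component 9.2 and 50.7). A score of the diet from 200 genes chosen in the sham libraries put it at -0.007 after the correction and -0.004 before, between the TAC SFA libraries (-0.045 and 0.045 after), while TAC SFA-EAA replicate 2 stood at 0.518, sham SFA-EAA at 0.815 and 0.78 and sham SFA at -0.30 and -0.326. Other values ran as its label says: with it as the group's lone library the matrix median was -1.414, its Nppa was 4436.9 against 10346.3 and 20405.6 in TAC SFA, and its mitochondrial share of 33.6% lay above all 4 SFA libraries (22.1% to 30.3%). A wrong diet label, GC-dependent bias and a weak response of some genes to the diet therefore cannot be told apart, and the 1395 genes called for the diet after TAC without this library, in place of 8, were 322 in place of 334 with GC-corrected values.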

How the results depend on the processing

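The GC corrections, limma-voom, and the list tests and reversal counts that use them were chosen after the results had been seen; the other settings were set before. Without a library its group has 1, which is assumed to vary like the others. Tests for whole counts were not run, since whole reads were not recovered. No called named gene changed direction in any setting. Uncalled named genes changed sign in 6 of 420 alternative values for TAC under SFA, 14 of 720 under SFA-EAA, 29 of 740 for the diet in sham, 18 of 760 for the diet after TAC and 7 of 456 for the interaction, and 68, 47, 50, 138 and 1 of those values passed the threshold with the same sign. Of 46 named genes called for TAC under SFA, 597 of 920 alternative values stayed past the threshold and 323 did not; for 2 genes under SFA-EAA it was 12 of 40, and for 8 genes of the diet after TAC 63 of 160. Where a count below moved, the cause was not tested, except that leaving out libraries or fitting only 4 leaves fewer samples. The differences between replicates 1 and 2 of a group had correlations with those of another group between -0.32 and 0.06. The numbers thus do not pair the libraries, and the replicate block costs 1 degree of freedom. Genes with values near 1 rest on about 1 read, which limits what can be called among them.

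Counts of genes called by limma are given in the order TAC under SFA (205), TAC under SFA-EAA (2), diet in sham (0), diet after TAC (8), interaction (0), TAC averaged (347), diet averaged (199) and genes reversed by the diet (8). With a fold of at least 1.5 they were 202, 2, 0, 8, 0, 270 and 152 for the first 7. With a pseudocount of 0.25 they were 150, 0, 0, 0, 0, 275, 57 and 0. With no filter they were 197, 0, 0, 0, 0, 56, 0 and 0, and with a mean of at least 5 they were 323, 5, 0, 77, 0, 448, 631 and 61. With a replicate block they were 96, 0, 0, 0, 0, 147, 0 and 0. Quantile normalization gave 185, 0, 0, 9, 0, 291, 42 and 9, and median-of-ratios scaling 213, 2, 0, 15, 0, 368, 273 and 13. Library weights gave 728, 0, 591, 0, 0, 367, 673 and 0. The GC correction gave 918, 46, 0, 334, 0, 1119, 459 and 260, GC and length 922, 60, 7, 345, 0, 1123, 479 and 270, and GC with the replicate block 765, 36, 0, 233, 3, 943, 337 and 189. Limma-voom on reconstructed reads gave 361, 2, 0, 96, 0, 399, 436 and 71. Fits to only the 4 libraries compared gave 0 in the first 4 (2921, 1250, 3813 and 1455 genes at an unadjusted p under 0.05). At an unadjusted p under 0.01, 377 genes were reversed and 0 had the same sign. Because both comparisons use the TAC SFA libraries, 100 simulated data sets without a diet effect averaged 42.2 and 0.6, or 56.0 and 4.8 with the averaged TAC effect kept, a simulation also chosen after the result was seen. The spread of the draws is not given. Variation that many genes share in the TAC SFA libraries could also raise the number, and its effect was not tested. These means therefore do not decide how many of the 377 genes reflect the diet.

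Leaving out 1 library gave 0 to 385, 0 to 0, 0 to 466, 0 to 1395, 0 to 0, 24 to 563, 0 to 3043 and 0 to 132 genes. With GC-corrected values it gave 184 to 1045, 3 to 77, 0 to 50, 28 to 440, 0 to 38, 408 to 1141 and 18 to 713 for the first 7. The lists passing camera were 20, 18, 8, 12, 12, 22 and 14 of 35 in the same order. They were 20, 18, 10, 16, 12, 20 and 15 after the GC correction, 7, 0, 0, 0, 0, 10 and 0 by fry (14, 7, 1, 7, 2, 15 and 6 by fry after the GC correction), and 0 in all 7 with an estimated correlation. Without 1 library they were 9 to 18 for TAC under SFA-EAA (9 without TAC SFA-EAA replicate 2), 2 to 11 for the diet in sham (2 without sham SFA-EAA replicate 2) and 6 to 15 for the interaction (6 without TAC SFA replicate 2), and within 1.5 times the count for the other 4. List medians of the lists that passed kept their sign under quantile normalization, median-of-ratios scaling and the GC correction, except mitochondrially encoded messenger RNAs: -0.41 for TAC under SFA and 0.41 for the interaction became 0 after quantile normalization, and 0.40 for the diet in sham became -0.05 after the GC correction. Quantile normalization gives equal ranks equal values. For such abundant transcripts a median of 0 can therefore come from the method, and it does not decide whether they changed.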

Other observations

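The test of atrial tissue was chosen after the result had been seen, and the counts over other splits were set before. Targets of the integrated stress response, which ATF4 controls, had a median log2 fold change of 0.40 for TAC under SFA over 34 genes (camera adjusted p = 7.82e-04, adjusted p = 0.236 with an estimated correlation). With GC-corrected values 3 rose and 1 fell over all genes. As deposited, 10 were higher and 1 lower adjusted over the list alone, and 1 was lower over all genes. The lower gene was Gpt2, a mitochondrial alanine transaminase, at -0.82 (limma adjusted p = 0.0478, and not called without sham SFA replicate 2). Atf4 itself stood at 0.40 (adjusted p = 0.129) and the stress cytokine gene Gdf15 at 3.33 (adjusted p = 0.11), neither of which passed. For the diet after TAC the list had a median of -0.42 (camera adjusted p = 6.2e-04, adjusted p = 0.331 with an estimated correlation), and of -0.19 after the GC correction (camera adjusted p = 0.0268). The 29 genes of mTORC1 and amino acid sensing did not pass camera in any of the 4 comparisons of 2 groups, with medians of -0.001, -0.042, -0.013 and -0.027 (adjusted p = 0.766, 0.366, 0.961 and 0.763). Of 23 amino acid transporters and related genes, 1 rose with TAC under SFA over all genes (3 rose and 2 fell with GC-corrected values), Slc43a3, 1.54-fold (adjusted p = 0.0462, and not called without sham SFA replicate 2), and 6 rose and 2 fell adjusted over the list alone. That list passed camera (median 0.18, adjusted p = 0.0314, adjusted p = 0.329 with an estimated correlation), but not without TAC SFA-EAA replicate 1 or 2, TAC SFA replicate 2 or sham SFA replicate 2 (0.053, 0.0531, 0.122 and 0.128).

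Among clock genes in sham hearts, Arntl, the activator of the clock, had a log2 fold change of -1.15 for the diet, and its repressors Ciart and Nr1d2 1.51 and 0.87, none of which passed (adjusted p = 0.267 each). The 21 clock genes did not pass as a list (median 0.10, camera adjusted p = 0.628). The hour at which hearts were taken is not given in the sources used here. The haemoglobin gene Hba-a1 stood at 88.7 to 197.2 in both sham SFA-EAA libraries and TAC SFA-EAA replicate 2, and at 489.2 to 832.9 in the other 5, while Hbb-bt, another haemoglobin gene, stood at 187.1 to 205.4 and at 223.7 to 356.9.

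Nppa stood at 20405.6 in TAC SFA replicate 2 and 10346.3 in replicate 1, and atrial tissue in the first was tested as a source. Sham SFA replicate 1 had the highest Myl7 (621.3, against 321.9 in TAC SFA replicate 2) but a Nppa of 1299.5. The atrial genes Sln and Myl4 stood at 128.5 and 629.1 in TAC SFA replicate 2 and at 135.1 and 631.3 in sham SFA replicate 1. No other TAC library held as much Myl7, so the Nppa content of atrial tissue in an overloaded heart was not measured, and whether atrial tissue adds to the difference cannot be told.

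The 8 libraries can be parted into 4 and 4 in 35 ways. The real split by operation gave 22 genes and the highest other split 0, so 1 of 35 splits gave as many. That is the smallest share that 35 splits allow, which argues against chance but cannot exclude it. With GC-corrected values the real split by operation gave 231 and the highest other 0, again 1 of 35. The real split by diet gave 0 genes, both as deposited and after the GC correction, and the highest other splits, those by operation, gave 22 and 231. All 35 splits give at least 0 genes, so this count says nothing for or against chance for the diet. These fits use 1 mean for each set of 4 and so leave the other factor in the spread.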
